A study of Mus musculus with 16 samples. Its data were reported in "Molecular insights into the role of desmin intermediate filament network in chromatin landscape, cardiomyocyte differentiation, and maturation" (2025).

How the data were processed

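Chromatin immunoprecipitation sequencing (ChIP-seq) was carried out by the authors on heart muscle cells (adult cardiomyocytes) isolated by enzymatic perfusion from hearts of 3-month-old mice. Animals carried either intact desmin (Des+/+) or no desmin (Des−/−), the muscle intermediate filament protein. Cells were taken either from unstressed mice (basal) or after swimming exercise (swim). Chromatin was precipitated with an antibody to histone H3 acetylated at lysine 27 (H3K27Ac), a mark of active promoters and enhancers, or with an antibody to lamin A/C, a protein of the nuclear lamina. The series has 16 samples, of which 8 are input controls (chromatin sequenced without precipitation). A peak list was analysed for each of the 8 precipitated libraries, and the inputs enter only through the input height recorded for each peak. Each genotype, condition and antibody had 1 library, made from chromatin of several mice, so no spread between replicates could be measured.

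Per the labels, reads were single-end, were aligned by the authors to the mouse genome build GRCm38 (mm10) with Bowtie2 at its default settings, and peaks were called separately in each library against its input with scripts of the authors' own laboratory. The peaks were annotated by the authors with ChIPseeker. Aligner defaults report 1 position for a read that fits several, so reads of repeated sequence are placed at 1 of the copies. The study's methods link the peak-calling script, which could not be read here. The labels and the methods text do not say whether duplicate reads were removed, how reads were extended or whether input depth was scaled to the depth of the precipitated library. Exact read totals for each library are not in the lists, and the study's methods give a single approximate number for all samples. Differences in depth between libraries are therefore seen only through the peak heights.

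The deposited height of a peak is a coverage signal, the number of overlapping reads at the peak, and the deposited input height is the same signal in the input. These whole numbers were tested against the other columns. In 100% of the peaks of each list the deposited fold change was the ratio of the height plus 1 to the input height plus 1. In 100% of peaks the deposited p-value was the Poisson probability of exceeding the height given the input height. The smallest height was 15 in every H3K27Ac list and 8 in every lamin A/C list. The largest deposited false discovery rate in any list was under 0.001. The false discovery rate behaved as if set within each chromosome, which neither the labels nor the methods text state. In the lamin A/C list of Des+/+ basal, 0 of 94 p-values had more than 1 false discovery rate on the same chromosome, while 13 of 37 did across the list. In the H3K27Ac list of Des+/+ basal these numbers were 0 of 4188 and 460 of 668. The largest p-value kept in the lamin A/C list of Des+/+ basal ranged from 1.00e-08 on 1 chromosome to 0.000509 on another. Distances from a peak to the nearest transcription start are the authors' deposited score column, in bp. Peak height, fold and p-value are the authors' own values for each peak and were used mainly to describe, rank or filter peaks inside a list. They were compared between lists where the same height or p-value limit was set for both, and where heights at the same gene were set side by side. In 1 test input heights were scaled and p-values recomputed. Unknown differences in depth may affect these comparisons. No peak overlapped another of its own list, and every peak lay on chromosomes 1 to 19, X or Y.

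From these lists, 8 pairs were compared: Des−/− against Des+/+ in each condition and swim against basal in each genotype, for each antibody. A pair of peaks was shared if the peaks overlapped by at least 1 bp. A peak without a partner in the other list is called unique here, and common regions are the merged overlapping peaks. Peaks within 3 kb of a transcription start were counted as promoter peaks, other peaks in exons, introns or untranslated regions as genic, and the rest as intergenic. Each peak was assigned to the gene with the nearest transcription start, as in the deposited annotation. Shares have 95% Wilson intervals, which cover counting error only and say nothing of variation between mice or libraries. For a count of 0, the share said to be allowed is instead 3 divided by the number counted. The limit of 11% for 0 of 31 contraction genes is a Wilson limit. A height of 15 reads has an exact 95% Poisson interval of 8.40 to 24.7 reads, and a height of 8 reads has one of 3.45 to 15.8 reads, if reads are independent.

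For gene lists, the value was the percent of a list's genes with a Des+/+-only peak minus the percent with a Des−/−-only peak. It was placed among 10000 random gene lists of the same size, drawn from the genes with a peak in either library and matched on the number of peaks per gene. The lists were contraction (57 genes), cardiac development (47 genes), mitochondrial metabolism (40 genes), fibroblast and matrix (45 genes), leukocyte (45 genes), endothelial (31 genes) and the genes the study follows (17 genes). Of the study's genes, 7 are also in the cardiac development list, 4 in the contraction list and 1 each in the mitochondrial, fibroblast and endothelial lists. The overlap of lamin A/C with H3K27Ac peaks was compared with 1000 shuffles of the lamin A/C peaks inside their chromosomes, which avoided unsequenced bases. No test was made across conditions.

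Genes and peaks named in the text follow a rule: the 17 genes of the study's own list, and the 3 highest unique peaks of each list in each genotype comparison. Peaks over Gata4, Mef2c and Tbx5, those shared by all lamin A/C lists, and the highest genes of the cell type lists were each chosen after its values were seen. Exons and coding segments came from GENCODE vM21 and sequences from the RefSeq copy of GRCm38, the build of the lists. Sequences were compared with BLAST+ 2.17.0. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and pysam 0.24.0.

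Groups, comparisons, gene lists and most alternatives were fixed before the data were examined. The alternatives were the stronger part of each list (heights above the list's median), joining peaks within 1 kb, an overlap of 50% of the shorter peak, a gap of up to 1 kb, equal numbers of peaks, ranking by width, promoters of 1 kb, gene lists from promoter peaks, and counting peaks over the gene body. Added after seeing the data were a height of at least 30 (H3K27Ac) or 16 (lamin A/C), a p-value of 1e-06 or less on every chromosome, input heights under 10, ranking by fold enrichment, and unique peaks above 1 height limit for both lists, the larger of their medians. The methods were tested on simulated lists: of 2000 planted shared peaks 2000 were found, and of 500 peaks planted in the first list alone 500 were found. Of 1000 simulated gene lists with a planted excess 99.3% passed the 97.5th percentile, and of 1000 without one 6.1% fell outside the 2.5th to 97.5th percentiles, each over 4000 genes. Gene ontology terms were not analysed here. The inputs have no peak list and were not compared with each other.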

Results

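H3K27Ac and lamin A/C were mapped in adult cardiomyocytes of Des+/+ and Des−/− mice, in the basal state and after swimming stress, to ask how the loss of desmin changes active chromatin and contacts with the nuclear lamina. Each of the 8 precipitated libraries gave 1 peak list, and there was 1 library per genotype, condition and antibody. None of the differences below therefore has a replicate check, and intervals are 95% Wilson intervals for counting error only. Heights are the authors' own values, in reads.

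The H3K27Ac lists held 15757 peaks in Des+/+ basal, 16638 in Des−/− basal, 11157 in Des+/+ swim and 10407 in Des−/− swim. They covered 17.2, 18.4, 10.9 and 10.4 Mb of the genome in the same order. Median peak width was 892 bp in Des+/+ basal, 912 bp in Des−/− basal, 812 bp in Des+/+ swim and 828 bp in Des−/− swim. Median height was 23 reads in Des+/+ basal, Des−/− basal and Des−/− swim, and 20 reads in Des+/+ swim. The mean input height under the peaks was 2.96 reads in Des+/+ basal, 2.80 in Des−/− basal and 3.06 in Des+/+ swim, against 5.48 in Des−/− swim. The lamin A/C lists were much shorter, with 188 peaks in Des+/+ basal, 831 in Des−/− basal, 635 in Des+/+ swim and 536 in Des−/− swim, and a median height of 8 or 9 reads. Of the settings tried, a minimum height of 30 reads moved the H3K27Ac numbers most. It left 4949 peaks in Des+/+ basal and 5620 in Des−/− basal, and reversed the order after swim, with 2393 peaks in Des+/+ and 3167 in Des−/−. A minimum height of 16 reads left 18, 117, 73 and 66 lamin A/C peaks in the order given above.

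The deleted gene, Des (chromosome 1, GRCm38), which encodes desmin, carried H3K27Ac promoter peaks in every H3K27Ac list. The highest was at 75360358–75361885 in Des+/+ basal (height 30), 75360885–75362453 in Des−/− basal (height 46), 75359310–75360225 in Des+/+ swim (height 24) and 75360928–75362445 in Des−/− swim (height 37). All 4 were annotated as promoter peaks. No lamin A/C list held a peak assigned to Des. Acetylation of the promoter does not measure the transcript or protein, so the labels could not be checked by it.

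The first comparison asked which acetylated regions differ between genotypes. Of the basal peaks, 2290 from Des+/+ (14.5%, interval 14–15.1%) and 3270 from Des−/− (19.7%, 19.1–20.3%) were unique, and 12247 common regions were formed by 13467 Des+/+ and 13368 Des−/− peaks. After swim 3015 Des+/+ peaks (27%, 26.2–27.9%) and 2313 Des−/− peaks (22.2%, 21.4–23.0%) were unique, and there were 7492 common regions, formed by 8142 Des+/+ and 8094 Des−/− peaks. The setting that moved these numbers most compared peaks above a height limit, the larger of the medians of the 2 lists, with all peaks of the other list. It left 61 Des+/+ and 137 Des−/− unique peaks in the basal state, and 134 and 221 after swim, the opposite order to that of all unique peaks. With each list's own median, which was lower in Des+/+ swim, 387 and 221 were left after swim.

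Unique peaks were mostly low. In the basal comparison 97.3% of unique Des+/+ peaks (96.6–97.9%) and 95.8% of unique Des−/− peaks (95.1–96.4%) lay in the lower part of their list, at or below the median height, against 45.4% and 41.4% of the overlapped peaks. After swim the shares were 87.2% (85.9–88.3%) for Des+/+ and 90.4% (89.2–91.6%) for Des−/−, against 38% and 40.4%. Ranking by fold enrichment in place of height moved the Des+/+ basal share most, to 82.5%. Of Des+/+ basal peaks 15 to 17 reads high, 39.9% had no Des−/− partner, and of those with 41 reads or more 0.148% had none. The median width of unique peaks was 584 bp in Des+/+ basal and 580 bp in Des−/− basal, against 969 and 1031 bp for overlapped peaks.

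**Figure D1:**
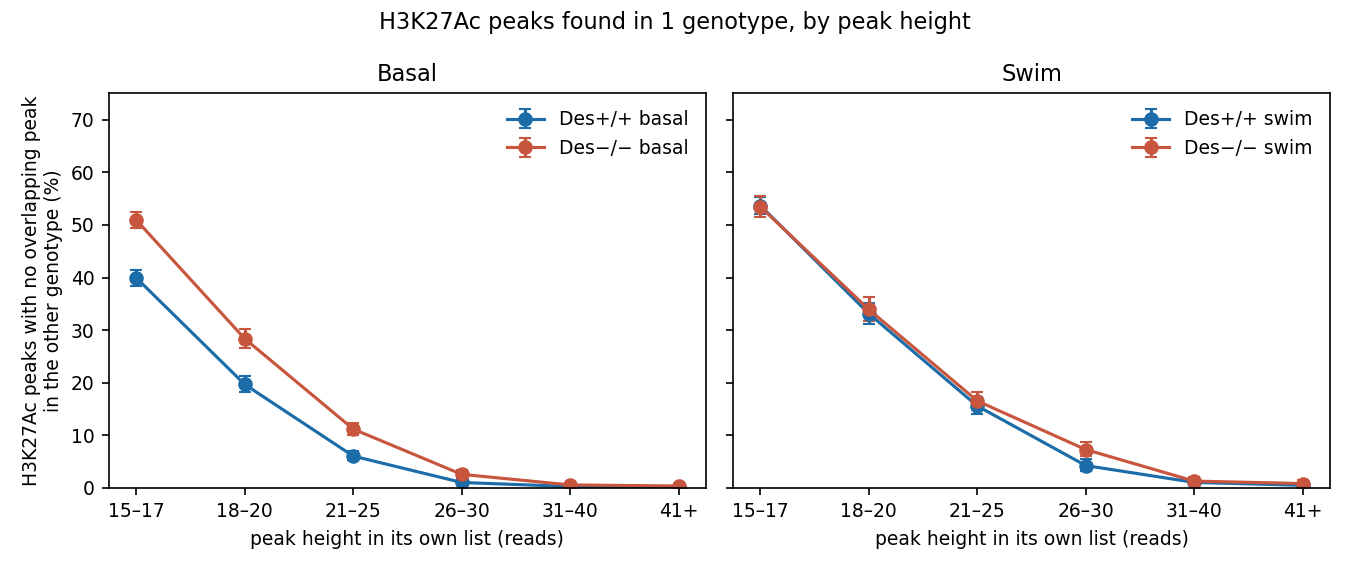
Percent of H3K27Ac peaks with no overlapping peak in the other genotype (y axis) by peak height in the peak's own list in reads (x axis), for the basal (left) and swim (right) lists; bars are 95% Wilson intervals. The share falls from 39.9% (Des+/+ basal), 50.9% (Des−/− basal), 53.7% (Des+/+ swim) and 53.5% (Des−/− swim) at 15 to 17 reads to under 1% at 41 reads or more.

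Unique peaks also lay less often near transcription starts. Of all H3K27Ac peaks, 71.5% (70.8–72.2%) in Des+/+ basal, 71.2% (70.5–71.8%) in Des−/− basal, 74.4% (73.6–75.2%) in Des+/+ swim and 77.3% (76.5–78.1%) in Des−/− swim were promoter peaks. In the basal comparison the promoter share of unique peaks was 41.5% (39.5–43.6%) for Des+/+ and 50.9% (49.2–52.6%) for Des−/−, and after swim it was 55.2% (53.4–57.0%) and 64.9% (63.0–66.9%). Among overlapped peaks the shares ran from 76.1% to 81.5%. With a promoter of 1 kb the share of all Des+/+ basal peaks was 66.7%, and that of unique Des+/+ basal peaks 32.7%.

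The second comparison asked what swimming changed within a genotype. In Des+/+, 6149 of the basal peaks (39.0%, 38.3–39.8%) had no swim partner and 936 of the swim peaks (8.39%, 7.89–8.92%) had no basal partner, with 9087 common regions. In Des−/−, 7456 basal peaks (44.8%, 44.1–45.6%) and 654 swim peaks (6.28%, 5.83–6.77%) were unique, with 8706 common regions. Taking equal numbers of the highest peaks reduced the excess of basal peaks to 2675 against 1895 in Des+/+ and to 2537 against 1753 in Des−/−.

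The 3 highest unique H3K27Ac peaks of each list had high input. In Des+/+ basal they were at chromosome 6, 47767657–47768757 (between genes, nearest start Mir704, height 51, input 27), chromosome X, 170673171–170673687 (exon of Asmt, height 49, input 27) and chromosome 16, 45352922–45353260 (between genes, nearest Cd200, height 44, input 16). In Des−/− basal they were at chromosome 8, 123425943–123433149 (intron of Def8, height 61, input 32), chromosome 19, 61266487–61267261 (between genes, nearest Csf2ra, height 59, input 31) and chromosome 16, 35981574–35981909 (exon of Gm15564, nearest Kpna1, height 54, input 29). In Des+/+ swim they were at chromosome 1, 195241487–195242017 (between genes, nearest Cr2, height 140, input 90), chromosome 19, 61199518–61199976 (between genes, nearest Mplkipl1, height 87, input 44) and chromosome 8, 19784578–19785213 (exon of Gm10060, nearest Potefam3e, height 72, input 21). In Des−/− swim they were at chromosome 6, 103648956–103649399 (intron of Chl1, height 224, input 158), chromosome 2, 98664872–98665322 (between genes, nearest Lrrc4c, height 187, input 136) and chromosome X, 76598481–76599240 (intron of Cldn34d, height 141, input 59). By contrast the median input height was 3 reads in Des+/+ basal, Des−/− basal and Des+/+ swim, and 5 in Des−/− swim.

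Gene lists were then used to ask whether unique peaks fall at cardiac genes, with 7 lists in each of 4 genotype comparisons. Before swim, 25 of 51 contraction genes with a peak had a Des+/+-only peak and 24 had a Des−/−-only peak, a difference of 1.96 percentage points at the 82.9th percentile of matched random lists. With equal numbers of the highest peaks this difference moved most, to 9.80 points, and with unique peaks above the median height it was -1.96 points. After swim 37 of 45 contraction genes (82.2%) had a Des+/+-only peak and 4 (8.89%) had a Des−/−-only peak. The difference of 73.3 points lay at percentile 100: 0% of the 10000 random lists reached it. Restricting unique peaks to those above the larger of the 2 medians moved it most, to 17.8 points, and with each list's own median it was 26.7 points, both at percentile 100. After swim cardiac development genes differed by 37.5 points (percentile 99.5) and mitochondrial metabolism genes by 28.2 points (percentile 99.7), while in the basal state these lists differed by 5.26 points (percentile 87.4) and 5 points (percentile 87.5). Under other settings these basal differences also changed sign, to -2.63 points for cardiac development with unique peaks above the median height and to -2.56 points for mitochondrial metabolism with promoter peaks alone. With unique peaks above the larger of the 2 medians the differences after swim were 6.25 points for cardiac development (percentile 95.5) and 5.13 points for mitochondrial metabolism (percentile 96.4). With each list's own median they were 9.38 points for cardiac development (percentile 86.8) and 15.4 points for mitochondrial metabolism (percentile 99.9).

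Lists for other cell types went the other way in part. Among basal peaks, 1 of 17 fibroblast and matrix genes with a peak had a Des+/+-only peak and 11 had a Des−/−-only peak (percentile 0.84). With unique peaks above the median height this difference was 0 points. Of 8 leukocyte genes, 4 had a Des−/−-only peak and 0 a Des+/+-only peak, which allows a share of up to 37.5% (percentile 0.55). Endothelial genes had a difference of 13.8 points in favour of Des+/+ in the basal state (percentile 95.8) and of -17.9 points after swim (percentile 3.53). After swim the fibroblast and matrix list (9 genes) had a difference of 0 points (percentile 41.9) and the leukocyte list (6 genes) one of -33.3 points (percentile 14.1). The genes the study follows differed by 0 points in the basal state (percentile 60.7) and by 26.7 points after swim (percentile 91.0). With promoter peaks alone they differed by -20 points in the basal state (percentile 3.10) and by 7.14 points after swim (percentile 65.8). These percentiles describe the libraries compared and are not tests between genotypes.

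**Figure D2:**
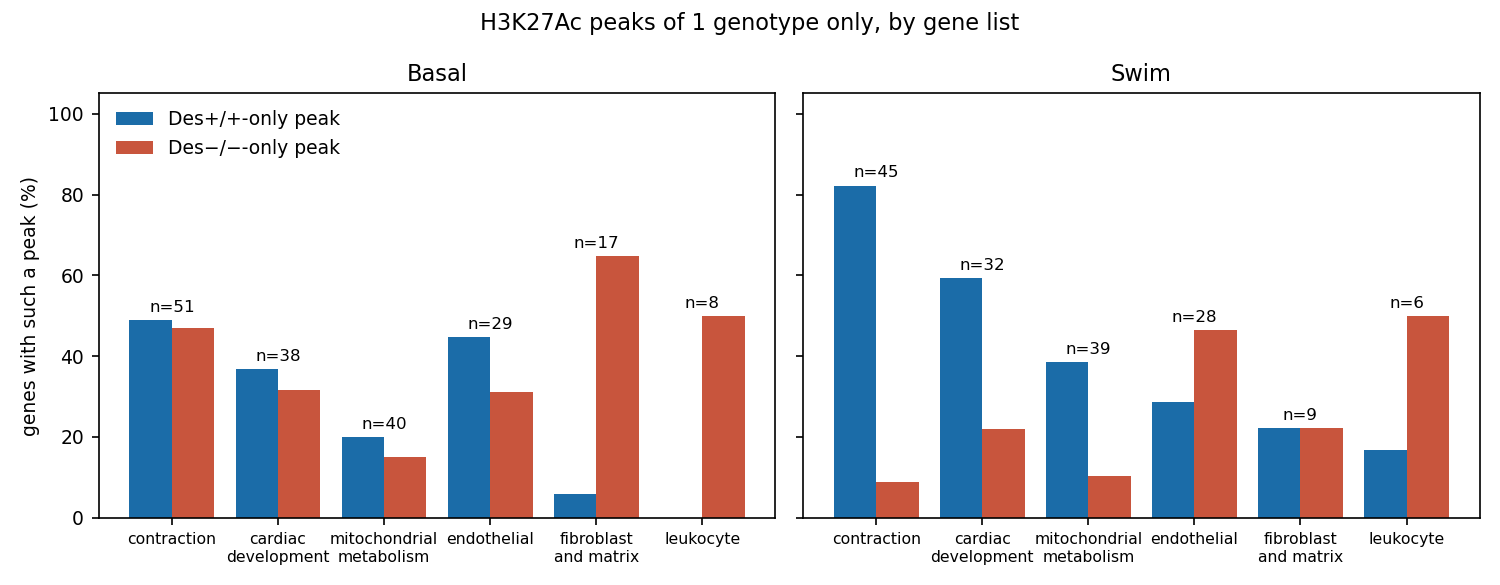
Percent of each list's genes with a peak (y axis) that had an H3K27Ac peak in Des+/+ only (blue) or in Des−/− only (red), by gene list (x axis), in the basal state (left) and after swim (right); n is the number of the list's genes with a peak. Contraction genes stand at 49.0% and 47.1% in the basal state and at 82.2% and 8.89% after swim.

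Among the 17 genes the study follows, 16 had an H3K27Ac peak in at least 1 list and Gfra2 had none. Actn2 (chromosome 13) carried 8 peaks in Des+/+ basal, 6 in Des−/− basal, 4 in Des+/+ swim and 0 in Des−/− swim. In Des+/+ swim 3 of its peaks lay within the promoter distance, at 12284102–12285128 (height 24), 12338036–12340659 (height 23) and 12337091–12337895 (height 19). Dsp had 2, 3, 4 and 1 peaks in the same order, with the Des+/+-only swim peaks at chromosome 13, 38162013–38165008, in an intron and an exon, at heights of 15 to 18. Notch1 (chromosome 2) carried 8, 7, 6 and 4 peaks, and its highest peak was an intronic one shared by all lists, at 26491951–26494969 with a height of 43 in Des+/+ basal. The unique Notch1 peaks of the genotype comparisons had heights of 15 to 20. Myh6 had 2 peaks in each list, and Mib1, Fkbp1a and Akt1 had 1 promoter peak in each. Erbb4 and Notch3 had 1 peak in each list except Des−/− swim, and Yap1 had 3, 3, 3 and 1. Kdr had 6, 7, 3 and 6 peaks and Notch2 had 2, 1, 0 and 1, so these had more in Des−/− than in Des+/+ after swim. The Notch2 peak of Des−/− swim was a promoter peak (chromosome 3, 98013597–98014096, height 19, input 8). Gja1 had 3, 2, 2 and 2 peaks, Vdac1 had 2, 1, 1 and 1, and Pdgfra had 1, 1, 0 and 0. Counting peaks over the gene body instead gave 3 for Mib1 in Des+/+ basal and 0 for Yap1 in Des−/− swim, where 1 had been assigned. For Kdr it gave 2, 4, 2 and 3 in the same order, so its excess in Des−/− swim shrank to 3 against 2.

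Lamin A/C lists shared few peaks. Before swim, 159 of 188 Des+/+ peaks (84.6%, 78.7–89.0%) and 802 of 831 Des−/− peaks (96.5%, 95–97.6%) were unique, with 29 common regions. After swim 586 of 635 Des+/+ peaks (92.3%, 89.9–94.1%) and 487 of 536 Des−/− peaks (90.9%, 88.1–93.0%) were unique, with 49 common regions. Between basal and swim there were 27 common regions in Des+/+, with 161 basal and 608 swim peaks unique. In Des−/− there were 65 common regions, with 766 basal and 471 swim peaks unique. Only 15 of the 188 Des+/+ basal peaks (7.98%, 4.89–12.7%) had a partner in all of the other lamin A/C lists, against 7377 of 15757 (46.8%, 46.0–47.6%) for H3K27Ac. The Des+/+ basal list had 0 of its 188 peaks on chromosome X, which allows a share of up to 1.60%, while the shares in the other lists ran from 7.72% to 12.3%.

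Promoter shares of the lamin A/C lists were 12.2% (8.29–17.7%) in Des+/+ basal, 10.1% (8.24–12.3%) in Des−/− basal, 14.2% (11.7–17.1%) in Des+/+ swim and 8.96% (6.82–11.7%) in Des−/− swim. Overlap with the H3K27Ac list of the same group was rare but above that of shuffled peaks in 3 of the 4 groups. It was 2.13% (0.830–5.34%) in Des+/+ basal, where 7% of shuffles reached it, and 3.57% among the lamin A/C peaks above the median height, the setting that moved it most. In Des−/− basal it was 3.73% (2.64–5.25%) against a shuffled mean of 0.821%. In Des+/+ swim it was 2.52% (1.56–4.05%) against 0.502%. In Des−/− swim it was 4.10% (2.73–6.14%) against 0.450%, and 10% among the lamin A/C peaks above the median height. In every group the overlaps included Gata4, where lamin A/C peaks covered all 1326 coding bases and H3K27Ac peaks 613. In Des−/− swim they included the intron of Chl1, with an input height of 158 for H3K27Ac and 167 for lamin A/C. The shares were not recomputed without such peaks, so the excess over shuffles does not by itself place lamin A/C at acetylated chromatin.

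The highest unique lamin A/C peaks of the basal Des−/− list were in an intron of Chl1 (chromosome 6, 103648971–103649400, height 231, input 181), between genes near Axin2 (chromosome 11, 109011601–109012211, height 114, input 82) and in an intron of Kctd16 (chromosome 18, 40307918–40308428, height 111, input 76). Those of Des+/+ basal lay between genes on chromosome 17, 4626167–4626615 (nearest 4930517M08Rik, height 43, input 3), in an exon of 2610005L07Rik on chromosome 8, 20424708–20425147 (height 26, input 5), and in an intron of Gm47283 on chromosome Y, 90808625–90809193 (nearest Erdr1x, height 26, input 11). Those of Des+/+ swim lay in an intron of Skint6 (chromosome 4, 112983874–112984134, height 38), an exon of Gm13456 (chromosome 2, 40555736–40556435, height 35) and between genes (chromosome 13, 86757114–86757382, nearest Cox7c, height 34). Those of Des−/− swim lay in an exon of Gm11168 (chromosome 9, 3005521–3008935, height 237, input 181), an intron of Chl1 (chromosome 6, 103648960–103649396, height 222, input 167) and between genes (chromosome X, 143482901–143483220, nearest Pak3, height 54, input 34).

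Few genes of the lists had a lamin A/C peak. After swim 8 contraction genes had a Des+/+-only peak and 0 of those 8 a Des−/−-only peak, which allows a share of up to 37.5% (percentile 99.97 of matched lists). With promoter peaks alone the difference was 100 points, at percentile 81.2. Without swim, 9 contraction genes had a peak, 1 a Des+/+-only and 8 a Des−/−-only peak (percentile 15.3). The other lists had at most 4 genes with a lamin A/C peak in either comparison. All 15 of the Des+/+-only swim peaks at contraction genes overlapped an exon. Among the study's genes, Myh6 had 5 lamin A/C peaks in Des+/+ swim and 1 each in Des−/− basal and Des−/− swim, and Vdac1 had 1 in Des+/+ swim. Counted over the gene body, Myh6 had 9 in Des+/+ swim, 3 in Des−/− basal and 1 each in Des+/+ basal and Des−/− swim. The Myh6 peaks of Des+/+ swim were at most 20 reads high.

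The highest lamin A/C peak in each of the 4 lists lay over Gata4 on chromosome 14, a gene chosen after its values were seen. Every list had 6 peaks there. The highest, at 63240425–63241260 in Des+/+ basal, had a height of 259 in Des+/+ basal, 290 in Des−/− basal, 257 in Des+/+ swim and 243 in Des−/− swim, with input heights of 1 to 4. The 6 peaks covered 100% of the 1326 coding bases and 0% of the 2278 untranslated bases more than 150 bp from a coding segment. Of the 66207 intron bases more than 150 bp from an exon, 0 were covered. In the nearest-start annotation 4 of the 6 peaks were assigned to the neighbouring gene Neil2.

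**Figure D3:**
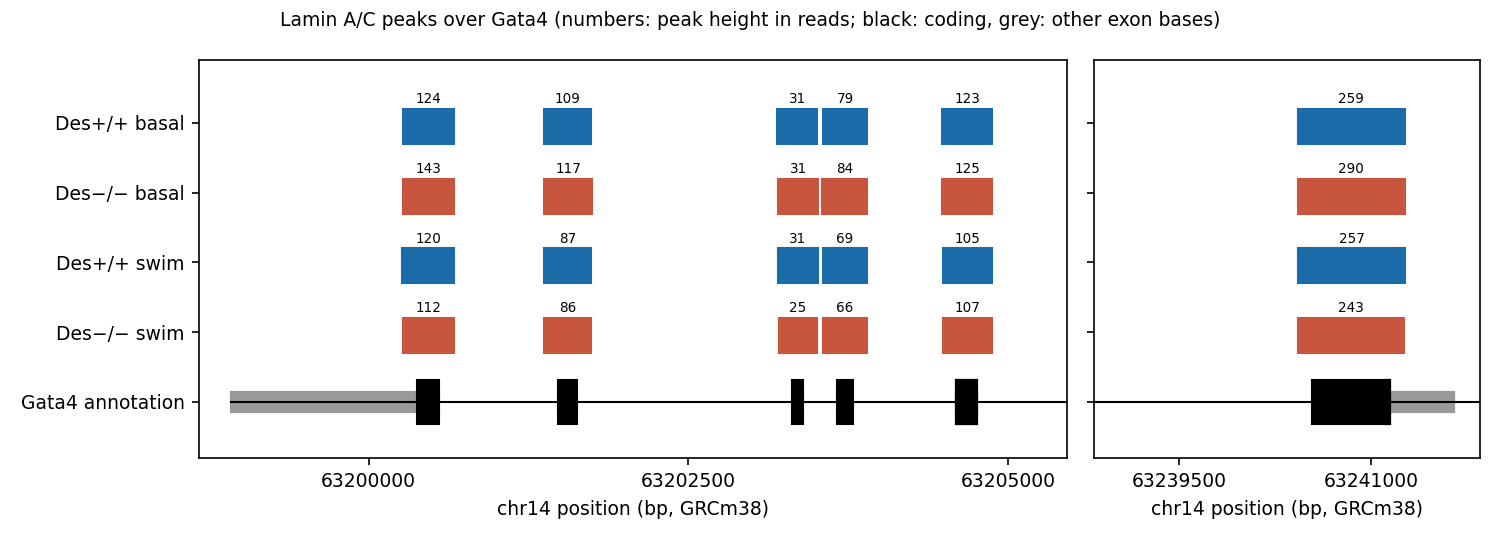
Lamin A/C peaks (coloured boxes, blue Des+/+ and red Des−/−, with the height in reads above each) along Gata4 on chromosome 14 (x axes in bp, GRCm38, in 2 windows), 1 row per list, over the annotated coding (black) and other exon (grey) bases. In all lists 6 peaks sit on the coding segments, and the grey untranslated bases lie largely outside the peaks.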

Values the study reported

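For H3K27Ac in the basal state, the study reported 2290 peaks unique to Des+/+ cardiomyocytes, 3290 unique to Des−/− cardiomyocytes and 13467 in common. After swimming stress it gave 3015 unique to Des+/+, 2313 unique to Des−/− and 8142 in common. The chromatin came from 5 mice of each genotype and condition.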

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

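Of the tests in this part, those on heights of 30 reads or more, on equal p-value limits and on input heights under 10 were chosen after the results were seen. With 1 library per group, a difference between the conditions in the effect of genotype could not be tested, and each flag below means that the library of 1 condition moved one way and that of the other the opposite way.

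The number of H3K27Ac peaks was higher in Des−/− than in Des+/+ by 881 in the basal state, while after swim the difference was -750. Higher input in the Des−/− swim library is 1 candidate explanation. At common peaks the mean input height was 5.83 reads in Des−/− swim and 3.19 in Des+/+ swim, a ratio of 1.83, while in the basal state it was 2.87 in Des−/− and 3.04 in Des+/+. When the input heights of the Des+/+ swim list were multiplied by that ratio and p-values recomputed, 9594 of its 11157 peaks passed the list's own limit, fewer than the 10407 of Des−/− swim. Unique peaks then numbered 2376 in Des+/+ and 3133 in Des−/−, the direction of the basal state. Weak peaks near the height minimum are another candidate, since at a height of 30 or more Des−/− swim had 3167 peaks and Des+/+ swim 2393. Other limits kept the deposited order. At a p-value of 1e-06 or less there were 10424 peaks in Des+/+ swim and 8230 in Des−/− swim. With input heights under 10, unique peaks numbered 3912 in Des+/+ swim and 2270 in Des−/− swim. That limit removed 967 peaks from Des−/− swim and 24 from Des+/+ swim, and the p-value also depends on the input height. Neither of these limits can therefore speak against the input explanation. The change of direction may rest on how the peaks were called, but not every limit reversed it. A different response of the genotypes to swimming was not tested and stays open.

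The number of lamin A/C peaks was higher in Des−/− than in Des+/+ by 643 in the basal state, while after swim the difference was -99. Setting the false discovery rate within each chromosome could have produced this by dropping weak peaks on some chromosomes of the shorter list. Both lists were therefore held, on each chromosome with peaks in both, to the stricter of their largest kept p-values. In the basal state 186 Des+/+ and 533 Des−/− peaks remained on 20 chromosomes, a ratio of 2.87 against 4.42 as deposited, and Des−/− held 74.1% of them (70.8–77.2%). After swim 616 and 504 remained, a ratio of 0.818 against 0.844. The basal excess of Des−/− at equal limits argues against that setting as the whole cause, although the basal ratio fell. Chromosome X, where the Des+/+ basal list had 0 peaks, was left out of the basal ratio. Library depth and the sequence sources described in the other observations stay open, as does a biological difference, which was not tested.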

How the results depend on the processing

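Results with libraries are listed as Des+/+ basal, Des−/− basal, Des+/+ swim and Des−/− swim, and comparisons as Des−/− against Des+/+ in the basal state and after swim, then swim against basal in Des+/+ and in Des−/−, with the unique peaks of the first and the second list joined by a slash (Des+/+ before Des−/−, basal before swim). Counts are said to change when they differ by more than 1.5 times and shares when they leave their 95% interval. Of 320 such values recomputed, 206 were the same by that measure and 114 changed. The height minimums, the p-value limit, input heights under 10, fold enrichment and 1 height limit for both lists were chosen after seeing the data. No paired analysis was possible because each group has 1 library.

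The number of peaks stayed within 1.5 times for all lists when peaks within 1 kb were joined and did not change with chromosomes 1 to 19, X and Y, which hold every peak. Peaks above the median height numbered 7416, 7967, 5435 and 5041 for H3K27Ac and 84, 342, 272 and 190 for lamin A/C, as the construction requires. At a height of 30 or more there were 4949, 5620, 2393 and 3167 H3K27Ac peaks, and at 16 or more 18, 117, 73 and 66 lamin A/C peaks. At 30 reads the order of the H3K27Ac swim lists was the opposite of the deposited one. With a p-value of 1e-06 or less, lamin A/C peaks numbered 40, 110, 137 and 62, and the order of the basal and swim pairs was as deposited, while H3K27Ac numbers stayed within 1.5 times. That limit was not equal on chromosome 11, where the Des+/+ basal lamin A/C list had been kept only to a p-value of 1.00e-08.

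Unique peaks of all comparisons stayed within 1.5 times with an overlap of 50% of the shorter peak, a gap of up to 1 kb, peaks joined within 1 kb and input heights under 10. Using peaks above the median height in both lists left 875/1465, 1316/953, 2633/465 and 3304/210 unique H3K27Ac peaks and 61/319, 234/152, 62/250 and 295/143 unique lamin A/C peaks, because fewer peaks were compared. Common H3K27Ac regions were then 6281, 3950, 4678 and 4577. Peaks above the median height of 1 list set against all peaks of the other left 61/137, 387/221, 744/49 and 1225/44 unique H3K27Ac and 60/316, 228/149, 58/249 and 290/138 unique lamin A/C peaks. The medians differ between lists, so these limits were unequal. Above the larger of the 2 medians, set against all peaks, the genotype comparisons left 61/137 and 134/221 unique H3K27Ac and 28/316 and 228/149 unique lamin A/C peaks, so the order of the H3K27Ac swim pair was the opposite of that of all unique peaks. With equal numbers of the highest peaks, swim against basal changed to 2675/1895 in Des+/+ and 2537/1753 in Des−/− for H3K27Ac. For lamin A/C this setting changed the unique peaks of Des−/− basal against Des+/+ basal to 165, those of Des+/+ swim against basal to 167 and those of Des−/− basal against swim to 480. A gap of 1 kb raised the common lamin A/C regions of Des−/− basal and swim from 65 to 108; the cause was not tested.

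The share of unique peaks in the lower part of their list was kept with an overlap of 50%. Ranked by width it was 83.1, 83.6, 72.8 and 81.6% for H3K27Ac, and for lamin A/C 52% in Des−/− basal, 54.1% in Des+/+ swim and 53.8% in Des−/− swim. Ranked by fold enrichment it was 82.5, 81.1, 73.5 and 60.01% for H3K27Ac, and for lamin A/C 88.7% in Des+/+ basal, 51% in Des+/+ swim and 59.3% in Des−/− swim. Each H3K27Ac share stayed above 50%, and the cause of the changes was not tested. A promoter of 1 kb lowers every promoter share by construction. For all peaks it gave 66.7, 66.1, 69.4 and 72.8% for H3K27Ac and 4.26, 4.81, 7.56 and 4.48% for lamin A/C. For unique peaks it gave 32.7, 43, 47.4 and 58.3% for H3K27Ac and 5.03, 4.99, 7.17 and 3.7% for lamin A/C.

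Of 64 gene list values recomputed, 54 stayed inside their interval. With unique peaks above the median height the contraction difference after swim was 26.7 points and that of cardiac development 9.38 points, while the basal fibroblast and leukocyte differences were 0 and 0 points. Above the larger of the 2 medians the differences after swim were 17.8 points for contraction, 6.25 for cardiac development and 5.13 for mitochondrial metabolism, and the basal fibroblast and leukocyte differences were again 0 and 0 points. Fewer peaks enter these settings. Small basal H3K27Ac differences changed sign inside their intervals: contraction to -1.96 and cardiac development to -2.63 points with unique peaks above the median height, and mitochondrial metabolism to -2.56 points with promoter peaks alone. With promoter peaks alone the basal lamin A/C contraction difference was -100 points, and the cause was not tested. Lists with fewer than 5 genes were not recomputed. The overlap of lamin A/C with H3K27Ac stayed inside its interval at 50% of the shorter peak. Among lamin A/C peaks above the median height it was 6.43% in Des−/− basal and 10% in Des−/− swim; the cause was not tested. Counting peaks over gene bodies changed 12 of 136 numbers of peaks at the study's genes. The low heights limit what can be said of unique peaks: at 15 reads the 95% Poisson interval of a height reaches from 8.40 to 24.7 reads, across the calling minimum.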

Other observations

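In this part, the Poisson redraw of all peaks, the raised input, the comparison at equal height, the matching on peak number and the exon test at contraction genes were planned before their results were seen, and the other tests were chosen afterwards.

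The lamin A/C peaks over Gata4 recurred over 2 further genes. Mef2c (chromosome 13) had 7 peaks in Des+/+ swim, 5 in Des−/− basal, 2 in Des−/− swim and 0 in Des+/+ basal. Tbx5 (chromosome 5) had 3, 6, 1 and 2 in the same order. All 50 peaks over these 3 genes overlapped coding bases. Together they covered 62.7% of the coding bases, 0% of the untranslated bases over 150 bp from a coding segment and 0 intron bases over 150 bp from an exon. The peak over the last coding segment of Gata4 in Des+/+ basal, at 63200269–63200671, stopped 109 bp into the 3′ untranslated region, and no Gata4 peak of that list reached more than 120 bp beyond its coding segment. Lamin A/C bound to the genomic locus would reach into introns, so the 0 covered intron bases argue against it. Messenger RNA of the cardiomyocytes would bring untranslated sequence and higher peaks at abundant transcripts. The highest lamin A/C peak at Myh6 was 20 reads against at least 243 at Gata4, which argues against it for Gata4. At Mef2c and Tbx5 the highest lamin A/C peaks were 22 and 23 reads, so height decides nothing for these genes. The 0% of untranslated bases covered holds for all 3 genes. Carried-over DNA of expression clones of these genes is a candidate explanation, and the 0% of untranslated bases covered is what it predicts. The study delivered these transcription factors with retroviral vectors in its reprogramming experiments. It also cloned desmin into the same type of vector. No lamin A/C list held a peak at Des, by nearest start or over the gene body. Carry-over would thus have to leave out the desmin clone. Whether such DNA entered during precipitation, library preparation or sequencing cannot be read from peak lists. The H3K27Ac lists had peaks in introns of Gata4 (8.98% to 17.8% of intron bases covered) and their highest peak there was 26 to 42 reads.

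Of the 15 Des+/+ basal lamin A/C peaks found in all lists, 7 lay over the coding sequence of Gata4 or Tbx5, 1 had an input height of 156 (chromosome 2, 98664799–98665325), and 7 were neither. Among those 7, a pair in an intron of Def8 on chromosome 8 (123425723–123426070, height 74, and 123433926–123434276, height 83, both with input 1) shared 267 bp at 100% identity and began 8203 bp apart, the arrangement of the long terminal repeats of a provirus. The highest Des−/−-only H3K27Ac peak of the basal comparison (123425943–123433149, height 61, input 32) overlapped the first lamin A/C peak of the pair. It ended before the second, so it lay in this interval. Of the 6 other recurrent peaks outside Gata4 and Tbx5, 2 matched the pair, at up to 96.1% identity. Retroviral vector DNA is a candidate source, but a vector sequence was not used here, so vector DNA and enrichment of endogenous proviruses cannot be told apart.

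Exons were over-represented in the lamin A/C list of Des+/+ swim. Without the peaks over Gata4, Mef2c and Tbx5, 29.2% of its peaks (25.8–32.9%) overlapped an exon, against 7.42% in shuffles. The shares were 14.4% in Des−/− basal, 10.8% in Des−/− swim and 10% in Des+/+ basal, against shuffled means of 7.63%, 7.61% and 7.32%. The Des+/+-only swim peaks at contraction genes overlapped exons in 100% of cases (15 of 15, 79.6–100%), among them Myh6, Actc1, Mb, Tnnt2, Tpm1, Myl3, Lmod2 and Myh7, in exons and untranslated regions. Transcript-derived DNA may therefore underlie the association of Des+/+-only lamin A/C peaks with cardiac genes after swim. Binding of lamin A/C to transcribed exons was not tested separately.

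The number of unique Des+/+ H3K27Ac peaks in the basal comparison lay between the estimates of what counting error alone gives. If each Des+/+ basal height is drawn again from a Poisson distribution, 2046 peaks fall below 15 reads, 0.894 times the number of unique peaks. Counting error near the height minimum may thus account for most of the Des+/+-only basal peaks. After swim the ratio was 0.591, and among peaks above the median height it was 0.372 in the basal state (22.7 expected, 61 unique) and 0.223 after swim (86.4 expected, 387 unique). Heights of called peaks run above their true means, so these are low estimates: on simulated heights this redraw found 0.681 times the peaks missed, and 0.141 times above the median height. A redraw from means fitted to all heights of the list found 1.01 and 0.914 times. On the Des+/+ lists the fitted redraw gave ratios of 1.52 in the basal state (3479.7 expected) and 1.05 after swim, and of 2.53 and 1.04 above the median height. In the basal state it thus gave more peaks than were seen, so neither estimate is exact. The estimates lie on both sides of the numbers seen, so after swim and above the median height counting error cannot be told apart from other sources of Des+/+-only peaks. For Des−/− the redraw from the heights gave 0.658 in the basal state and 0.545 after swim, and the fitted redraw 1.13 and 0.885. Above the median height in Des−/− swim the fitted redraw gave 100.1 peaks against 221 unique. Unequal depth and biological differences stay open.

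The Des−/− swim H3K27Ac list had few peaks at contraction genes. Of 57 contraction genes 32 had a peak in Des−/− swim (56.1%, 43.3–68.2%), against 44 in Des+/+ swim, 48 in Des+/+ basal and 50 in Des−/− basal. Matching on the number of peaks per gene left 0% of random lists at or above the observed difference. With the Des+/+ swim input raised 1.83 times, the contraction list stayed at percentile 100 (34 Des+/+-only and 5 Des−/−-only of 43 genes), which argues against the higher input of Des−/− swim. Of the 129 Des+/+ swim peaks at contraction genes, 62.8% (54.2–70.6%) had no Des−/− partner, against 29.5% of other peaks of the same height, which argues against weaker peaks as the cause. For mitochondrial genes the share was 38.2% against 26.3%, and for cardiac development genes 38.9% against 32.1%, inside its interval (28.5–50.4%). A lower share of cardiomyocytes in the Des−/− swim sample cannot be told apart from a change inside cardiomyocytes: the endothelial list leaned to Des−/− (percentile 3.53), but the fibroblast and matrix list was at percentile 41.9 with 9 genes and the leukocyte list had 6 genes. Of 31 endothelial genes 29 had a peak in each basal list, and Klf4, Fli1 and Erg were highest. After swim these had 60, 49 and 40 reads in Des+/+ and 73, 67 and 57 in Des−/−. Vim had 31 and 44, Vav1 42 and 57, Timp2 17 and 19, Sparc 27 and 28 and Cebpb 29 and 29. Cyba had no called peak in Des+/+ swim and a peak of 20 reads in Des−/− swim. The median height of all peaks was also higher in Des−/− swim (23 against 20 reads). Over genes with a peak in both swim lists, the median ratio of Des−/− to Des+/+ height was 1.12. It was exceeded by 14 of 24 endothelial genes (58.3%, 38.8–75.5%), 1 of 7 fibroblast and matrix genes (14.3%, 2.57–51.3%) and 0 of 31 contraction genes (at most 11%), so these heights do not decide between the explanations. A response of Des−/− cardiomyocytes to swimming is a hypothesis that remains open on these values, from 1 library each. In the basal comparison 19.7% of random lists reached the contraction difference. At equal height, 26.9% of Des+/+ basal peaks at contraction genes (20.8–34.1%) had no Des−/− partner, against 18.4% of other peaks. For Des−/− basal peaks at these genes the share was 20.5% (15–27.4%) against 25.7%, inside its interval, and 25 and 24 of 51 genes had a peak of 1 genotype only. The difference between the conditions was not tested.

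Before swim, fibroblast, matrix and leukocyte genes leaned to Des−/−. Of 46 Des−/− basal peaks at these genes, 39.1% (26.4–53.5%) had no Des+/+ partner, against 26.7% of other peaks of the same height, which lies just inside the interval, so low peaks at these genes may be enough to produce the number of Des−/−-only peaks. Low peaks would lack partners in both lists, but of the 26 Des+/+ basal peaks at these genes 3.85% (0.682–18.9%) had no Des−/− partner, against 23.4% of other peaks of the same height. This argues against low peaks as the cause of the lean to Des−/−, on 26 peaks of 1 library. A lower share of cardiomyocytes would raise endothelial genes too if endothelial cells took their place. Over genes with a peak in both basal lists the median ratio of Des−/− to Des+/+ height was 1.07, and 7 of 29 endothelial genes exceeded it (24.1%, 12.2–42.1%), against 5 of 6 leukocyte, 4 of 8 fibroblast and matrix and 10 of 47 contraction genes. The low endothelial share argues against endothelial cells in place of cardiomyocytes. It cannot decide on a lower share of cardiomyocytes with more fibroblasts or leukocytes, and the low contraction share goes with that. The endothelial list itself was at percentile 95.8, at 80.9 with promoter peaks alone and at 99.2 with equal numbers of the highest peaks. The strength of its lean to Des+/+ thus depends on the setting and decides nothing. More fibroblasts or leukocytes in the Des−/− preparation stay open. The number of genes with an H3K27Ac peak was 17 of 45 fibroblast and matrix genes in Des−/− basal and 8 in Des+/+ basal, and 8 of 45 leukocyte genes against 6. The highest of them, picked after their values were seen, were Vim (49 reads in Des−/− basal, 34 in Des+/+ basal), Timp2 (45 and 21) and Sparc (35 and 42) among fibroblast and matrix genes and Vav1 (72 and 63), Cebpb (55 and 42) and Cyba (31 and 19) among leukocyte genes. Among endothelial genes they were Klf4 (109 and 92), Fli1 (100 and 89) and Erg (65 and 96). Of the 3 cell type lists, the fibroblast and endothelial ones each share 1 gene with the study's list.

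The highest unique H3K27Ac peaks often had high input. Of the 80 peaks formed by the 20 highest unique peaks of each list in the genotype comparisons, 40 had an input height of 10 or more: 5 in Des+/+ basal, 12 in Des−/− basal, 8 in Des+/+ swim and 15 in Des−/− swim. Overlapped peaks at least as high reached that input in 0.333% of cases in Des+/+ basal, 0.453% in Des−/− basal, 0.337% in Des+/+ swim and 24.8% in Des−/− swim. High input may explain those 40 peaks but not the other 40. Whether the peaks lie in repeats was not tested.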
